A study of Mus musculus with 18 samples.

How the data were processed

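RNA of whole liver, kidney and lung was compared between mice that carry an inducible Ccne1 transgene together with the rtTA activator (CCNE-TA) and mice with the activator alone (TA). The mice were of the C57BL/6 strain, had doxycycline from the age of 3 weeks and were killed at 4 months. Each of the 6 groups of tissue and genotype had 3 libraries, so 18 libraries were used and 0 columns were left out. Libraries were made with version 2 of the TruSeq RNA kit, which does not mark the strand, from 100 to 200 ng of column-extracted RNA.

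The values deposited by the authors are counts, whole numbers of reads per gene symbol with no normalization, in 1 column per library. Per the labels, reads were aligned with TopHat2 2.0.14 and Bowtie2 2.2.6 to the mouse build mm10 and counted with featureCounts 1.4.6 of the Subread package. The annotation, the strand setting and the handling of reads with several alignments were not stated. Of the 24062 symbols, 22750 were found in GENCODE M21 on the same build and 916 through a RefSeq synonym, so that 98.4% had a transcript length. The table held no mitochondrially encoded gene and no immunoglobulin or T cell receptor constant gene.

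Total counts were 26214869 to 61954486 per liver library, 20352770 to 43202066 per kidney library and 41597623 to 155323865 per lung library. A count of 3 corresponded to 0.048 to 0.11 CPM (the counts of a gene scaled by edgeR's cpm function) in liver, 0.069 to 0.15 CPM in kidney and 0.019 to 0.072 CPM in lung. These floors cover counting error only. Even numbers made up 64.2% to 71.2% of the counts from 1 to 20, so the counts are not single independent molecules.

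Each tissue was fitted on its own with edgeR 4.0.16 in R 4.3.3, with the filterByExpr filter, TMM scaling and the robust quasi-likelihood F test of CCNE-TA against TA. P values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was counted as changed at an adjusted p under 0.05. Adjusted p values given without another tool are from this edgeR test. CPM values are scaled with the TMM factors within a tissue and given as mean ± SD. Log2 fold changes are CCNE-TA minus TA with a prior count from edgeR, and their standard error (SE) was taken from the fold change and the square root of F. Differences of the genotype effect between tissues were tested as interaction terms in 1 edgeR fit of all 18 libraries. Ccne1 was also tested on its own with a two-sided exact permutation test, whose smallest p with 3 libraries against 3 is 0.1.

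Before the data were examined, 53 gene lists with members in the table, the tests, the alternatives and the rule for named genes were fixed. A list with at least 5 tested genes was compared with all other genes by camera of limma 3.58.1 with the preset correlation of 0.01. It was tested again with a correlation estimated from the data and with fry. For each list, members were counted at an adjusted p over all genes and at one adjusted over the list alone. The named genes were Ccne1, up to 8 genes per direction with the largest fold change in each tissue, up to 4 members of each described list in order of p, and up to 8 genes by p for each difference between tissues. The genes with the largest fold change had to pass the threshold, reach a mean log2 CPM of 1 and show no overlap between the groups. Counts of named genes cover all genes chosen by this rule except Ccne1 within a tissue, which is reported apart. Some of these genes are not given in the text. Cdkn1a and Cct5 in liver, Top2a and Kif4 in kidney and the genes named among the other observations were chosen after their values had been seen.

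The alternatives were DESeq2 1.42.0, limma-voom, other scalings and filters, 1 fit of all libraries, the replicate number as a block, Xist as a covariate, the leaving out of marker genes of other tissues and of sex-biased genes, and the leaving out of each library in turn. Corrections for transcript length and GC content by spline offsets with 4 degrees of freedom, a term for liver TA 2 and TA 3 or TA 1 as the only control, Xist as a covariate for the gene lists, and a fit without lung CCNE-TA 1 and TA 3 were added after the data had been seen. With the term for TA 2 and TA 3 the genotype effect is also read against TA 1 alone. Samples of the same number deviated together in kidney, with correlations across genes of 0.31, 0.49 and 0.34 for the 3 pairs of CCNE-TA and TA libraries. The pairing in kidney therefore comes from the data and not from the labels.

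The test was tried on simulated data for each tissue, with added changes in 100 genes per fold. The shares given here describe the simulated data and need not hold for the real libraries. At a 4-fold change edgeR found 74% of the genes in liver, 69% in kidney and 60% in lung, and at a 2-fold change it found 9%, 13% and 8%. False calls made up 8.79%, 9.89% and 5.56% of the edgeR calls and 24%, 29.8% and 33.1% of the DESeq2 calls. The difference between liver and kidney was found for 41% of the genes with a 4-fold change and 3% of those with a 2-fold change.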

Results

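Ccne1 encodes cyclin E1, which activates CDK2 at the entry into S phase. Its transcript (chromosome 7, 38097984 to 38107534, minus strand of mm10) was higher in every CCNE-TA library than in every TA library of the same tissue. In liver it stood at 287 ± 71.9 CPM in CCNE-TA and 2.47 ± 0.386 CPM in TA (SD, n = 3 per group), a log2 fold change of 6.86 ± 0.31 (SE, edgeR adjusted p = 0.00012). In kidney it stood at 718 ± 211 against 2.06 ± 0.505 CPM, a log2 fold change of 8.45 ± 0.40 (edgeR adjusted p = 7.87e-05). In lung the level was 88.8 ± 32.1 against 3.59 ± 2.49 CPM, a log2 fold change of 4.61 ± 0.67 with an edgeR adjusted p of 0.897, while DESeq2 gave 1.3e-12 and the edgeR fit of all 18 libraries 0.000628. The exact permutation p was 0.1 in each tissue, the smallest that 3 libraries against 3 can give.

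**Figure D1:**
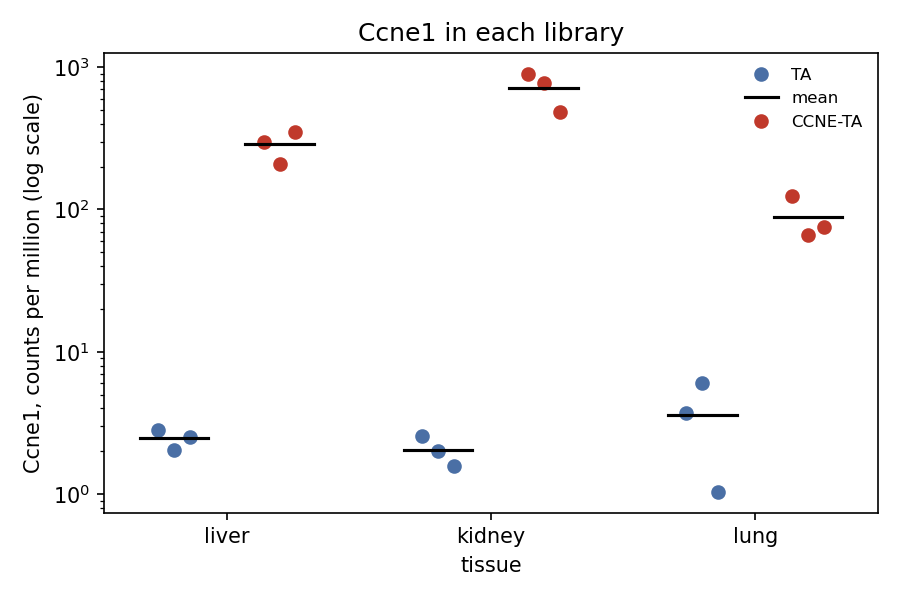
Ccne1 in each library, in CPM on a log axis, by tissue, with TA libraries in blue, CCNE-TA libraries in red and the mean of each group as a bar (n = 3 per group). Means are 287 and 2.47 CPM in liver, 718 and 2.06 CPM in kidney, and 88.8 and 3.59 CPM in lung.

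In liver, genes of mitosis, p53 targets and oncofetal and bile duct genes were higher in CCNE-TA, and genes of cholesterol and fatty acid synthesis were lower. These are camera results for lists, whose adjusted p was 0.0991 to 0.576 with an estimated correlation. With fry the adjusted p was 0.000729 for p53 targets and for oncofetal genes, 0.00605 for bile duct markers and 0.0298 for fatty acid synthesis. By the same test it was 0.074 for the mitotic and spindle lists and 0.0526 for cholesterol synthesis. The estimated correlation was -0.013 for p53 targets and -0.027 for oncofetal genes, below the preset 0.01. The proliferation marker Mki67 rose from 2.80 ± 1.33 to 17.0 ± 7.59 CPM (log2 fold change 2.59 ± 0.42 SE, n = 3 per group, adjusted p = 0.00614). Spp1, which encodes the secreted protein osteopontin, rose from 42.7 ± 2.03 to 255 ± 51.5 CPM (2.58 ± 0.22, adjusted p = 0.000865). Stard4, a cholesterol transfer protein, fell from 90.2 ± 17.3 to 6.60 ± 0.439 CPM (-3.77 ± 0.21, adjusted p = 0.000154). Of 13811 genes tested in liver, 1897 rose and 2045 fell, among them 1351 that rose and 1105 that fell by at least 2-fold.

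Among the genes with the largest rises at a mean log2 CPM of at least 1, Akr1c18, a steroid dehydrogenase, had a log2 fold change of 6.66 and the microtubule-binding Psrc1 6.15. Gsta1, a glutathione transferase, had 5.65 and its near-identical neighbour Gm3776 5.96, and how reads shared by this pair were counted was not stated. Cox6b2, a subunit of cytochrome c oxidase known from testis, had 5.18, the estrogen sulfotransferase Sult1e1 5.03, the T cell inhibitor Vtcn1 4.77 and the Ras regulator Rasal1 4.46. Among the largest falls were those of Dct, an enzyme of melanin synthesis (-4.59), Mia2, a protein of endoplasmic reticulum exit sites (-4.29), and Pdpr, a regulator of pyruvate dehydrogenase phosphatase (-4.17). Lmbrd2 (-4.02), the Hippo pathway cofactor Mob1a (-4.01), the kinase Uhmk1 (-3.99) and Rassf8 (-3.87) followed. For Vtcn1 the adjusted p was 0.0608 without CCNE-TA 1, 0.0568 without CCNE-TA 3 and 0.0722 without TA 3.

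Of 25 tested mitotic kinases, cyclins and activators, 18 rose over all genes and 21 adjusted over the list alone, with a median log2 fold change of 2.19 (camera adjusted p = 1.12e-09; adjusted p = 0.576 with an estimated correlation). They included the ubiquitin ligase partner Ube2c (4.18 ± 0.56), the mitotic kinase Plk1 (3.21 ± 0.54), Ccnb2 (3.16 ± 0.40) and the securin Pttg1 (1.25 ± 0.22). Of 55 spindle, kinetochore and cytokinesis genes, 33 rose over all genes and 41 adjusted over the list alone, with a median of 1.87 (camera adjusted p = 1.74e-12; adjusted p = 0.576 with an estimated correlation). Ckap2 (3.82 ± 0.40), Spc24 (1.94 ± 0.32) and the checkpoint gene Mad2l1 (1.67 ± 0.28) were among them. In the 25-gene signature of chromosomal instability, 13 genes rose and 1 fell over all genes, the chaperonin subunit Cct5 (-1.05), and 14 rose and 1 fell adjusted over the list alone. Its median was 1.51 (camera adjusted p = 3.67e-05; adjusted p = 0.576 with an estimated correlation), and Prc1, a cytokinesis gene, rose by 3.10. Cct5 had adjusted p of 0.113, 0.0591, 0.0807 and 0.0811 without CCNE-TA 1, TA 1, TA 2 and TA 3.

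Genes of the entry into S phase had smaller medians. Of 33 G1/S genes, 5 rose and 1 fell over all genes and 4 rose and 1 fell adjusted over the list alone, with a median of 0.45 (camera adjusted p = 0.122, or 0.0259 without CCNE-TA 1 and 0.0109 after the length and GC correction). The G1/S list had an adjusted p of 0.793 with an estimated correlation in the main fit. The thymidylate synthase Tyms rose by 0.996 and the deubiquitinase Usp1 fell by 1.18, with adjusted p of 0.0147 and 0.0166. Tyms had adjusted p of 0.0504 and 0.0549 without TA 2 and without TA 3, and Usp1 had 0.0598 and 0.0579 without CCNE-TA 1 and without TA 3. Of 20 genes of origin licensing and firing, 4 rose over all genes and 0 adjusted over the list alone by edgeR, with a median of 0.62 (camera adjusted p = 0.0616, or 0.0107 without CCNE-TA 1, 0.0216 without TA 3, 0.0295 with Xist as a covariate and 0.0381 after the length and GC correction). The licensing list had an adjusted p of 0.782 with an estimated correlation in the main fit. Of 24 homologous recombination and Fanconi anaemia genes, 5 rose over all genes and 5 adjusted over the list alone, with a median of 0.88 (camera adjusted p = 0.00718; adjusted p = 0.782 with an estimated correlation). Rad54b rose by 2.76 and Xrcc3 by 1.02, and 39.1% of the exon bases of Rad54b are shared with Fsbp. Rad54b had adjusted p of 0.0536 and 0.0624 without TA 2 and without TA 3. Xrcc3 had 0.0575, 0.0723 and 0.0844 without CCNE-TA 1, TA 2 and TA 3, and 0.0675 with Xist as a covariate.

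Of 31 p53 targets, 15 rose over all genes and 16 adjusted over the list alone, with a median of 1.14 (camera adjusted p = 4e-09; adjusted p = 0.0991 with an estimated correlation). Phlda3, an inhibitor of AKT, rose from 1.55 ± 0.438 to 17.2 ± 4.74 CPM (3.48 ± 0.31, adjusted p = 0.00105). The apoptosis gene Bax rose by 1.75 and the receptor Eda2r by 3.58. Cdkn1a, the CDK inhibitor p21, rose by 3.09 (adjusted p = 0.0416, and 0.0523 after correction for transcript length and GC content), with adjusted p of 0.107, 0.105, 0.0762 and 0.124 without CCNE-TA 1, CCNE-TA 2, CCNE-TA 3 and TA 2. Of the 15, 1 (Ckap2) is also in a cell cycle list used here. The others include the microtubule-binding Psrc1, so these lists alone do not show that the rest are unrelated to proliferation.

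Of 20 oncofetal and liver tumour marker genes, 12 rose over all genes and 12 adjusted over the list alone, with a median of 1.63 (camera adjusted p = 6.2e-07; adjusted p = 0.105 with an estimated correlation). Dlk1, a fetal surface protein, rose by 5.48, Ly6d by 4.21 and Igf2 by 3.21. Igf2 had an adjusted p of 0.0509 in the fit of all 18 libraries, and 68.5% of its exon bases are shared with the overlapping model Gm49394. Of 12 bile duct cell markers, 7 rose over all genes, and 9 rose and 1 fell adjusted over the list alone, with a median of 1.37 (camera adjusted p = 0.000135; adjusted p = 0.291 with an estimated correlation). The junction gene Cldn7 rose by 2.24 and the epithelial adhesion gene Epcam by 1.97, with an adjusted p for Epcam of 0.0502 without CCNE-TA 1. Spp1, Sox9 and Epcam stand in both lists.

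Of 23 cholesterol synthesis genes, 12 fell over all genes and 15 adjusted over the list alone, with a median of -1.04 (camera adjusted p = 6.2e-07; adjusted p = 0.576 with an estimated correlation). Srebf2, the transcription factor of the pathway, fell by 1.29 and the squalene epoxidase Sqle by 1.14. Of 23 genes of fatty acid and triglyceride synthesis, 9 fell and 2 rose over all genes, and 11 fell and 3 rose adjusted over the list alone, with a median of -0.64 (camera adjusted p = 0.0101; adjusted p = 0.576 with an estimated correlation). Gpam, which starts glycerolipid synthesis, fell by 3.14, the desaturase Fads2 by 2.42, Acly by 2.17 and Acacb by 1.22. Of 21 genes of the unfolded protein and heat shock responses, 7 fell and 1 rose over all genes, and 10 fell and 1 rose adjusted over the list alone, with a median of -0.84 (camera adjusted p = 0.00111; adjusted p = 0.576 with an estimated correlation). The chaperones Hsph1 and Hyou1 fell by 2.04 and 1.77, and the small heat shock gene Hspb1 rose by 1.38, with an adjusted p of 0.194 after the length and GC correction.

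Of 40 interferon-stimulated genes, 9 rose over all genes and 6 adjusted over the list alone, with a median of 0.54 (camera adjusted p = 0.0115; adjusted p = 0.831 with an estimated correlation). Oas2 rose by 2.54, Xaf1 by 1.58 and Bst2 by 1.32, with an adjusted p for Bst2 of 0.0701 after the length and GC correction. The camera adjusted p of the interferon-stimulated genes was 0.164 without CCNE-TA 2, 0.218 without TA 2 and 0.2 with Xist as a covariate. Of 17 NF-kappaB and inflammatory genes, 6 rose over all genes and 6 adjusted over the list alone, with a median of 1.18 (camera adjusted p = 0.00267; adjusted p = 0.576 with an estimated correlation), among them the chemokine Ccl4 (3.21). Of 18 endothelial markers, 7 fell and 1 rose over all genes, and 7 fell and 2 rose adjusted over the list alone, with a median of -0.60 (camera adjusted p = 0.0115; adjusted p = 0.576 with an estimated correlation). The VEGF receptors Kdr and Flt1 fell by 2.33 and 1.85 and the junction gene Pecam1 by 1.12. For the endothelial markers the camera adjusted p was 0.0607 without CCNE-TA 2 and 0.0502 without TA 2.

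Liver fold changes also moved with transcript length. The median log2 fold change was 0.72 for transcripts under 1000 nt and -0.49 for those over 8000 nt, with a Spearman correlation of -0.33 across genes, which are not independent replicates. After correction for length and GC content, 1778 genes rose and 1397 fell, 2536 of them shared with the uncorrected set, and 18 mitotic genes, 36 spindle genes and 16 p53 targets rose. The kidney transcript Kap was present at 13.1 to 25.6 CPM in the CCNE-TA livers and at 13.8 CPM in TA 1, and was at 0 in TA 2 and TA 3. By Xist and Y-linked transcripts, 2 of 3 CCNE-TA livers and 1 of 3 TA livers were female, so that TA 2 and TA 3 are also the male TA livers. Xist stood at 0.27 CPM in liver TA 2 and at 1240 and 720 CPM in kidney TA 2 and lung TA 2. Either the numbers do not mark the same mouse across tissues or a sample was exchanged. Pancreatic Cela2a stood at 30.7 and 10.5 CPM in TA 1 and TA 2 and at 0.812 to 1.15 CPM in the other livers.

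The liver count was 259 (56 raised, 203 lowered) with a term for TA 2 and TA 3, and 91 (20 raised, 71 lowered) with TA 1 as the only control, where the spread comes from the CCNE-TA group alone, while the median SE of the 3942 genes went from 0.252 to 0.366 and 0.412 and their median ratio of log2 fold changes to the main ones was 0.973 and 0.975, as for Plk1 with the term (3.17 ± 0.90, adjusted p = 0.0987). It was 1521 without CCNE-TA 1, 2513 without TA 1, 1832 without TA 2 and 1670 without TA 3, and upper quartile scaling, which moved the median log2 fold change to 0.21 from 0.02, gave 2610 raised and 1367 lowered.

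**Figure D2:**
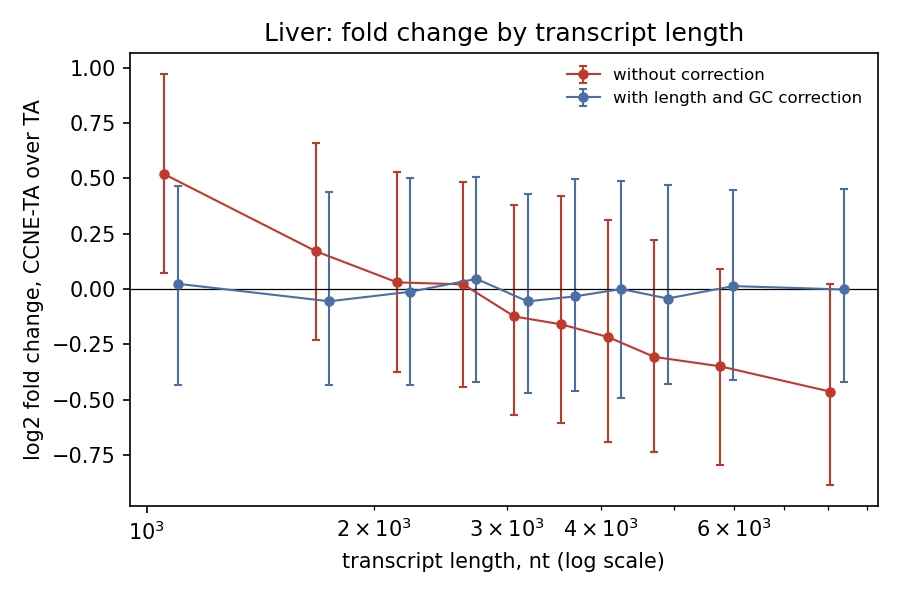
Median log2 fold change in liver by decile of transcript length (nt, log axis), without correction in red and with the length and GC correction in blue, with bars from the lower to the upper quartile. The uncorrected median goes from 0.52 in the decile of the shortest transcripts to -0.46 in that of the longest.

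In kidney, mitotic genes and p53 targets were higher in CCNE-TA as groups (adjusted p = 0.172 and 0.128 for these lists with an estimated correlation). Of their single genes, 0 passed the threshold over all genes in edgeR. Besides Ccne1, AA465934 was the only gene to pass in edgeR, rising from 2.64 ± 0.0191 to 15.2 ± 2.05 CPM (2.53 ± 0.23 SE, n = 3 per group, adjusted p = 0.0111). It is a noncoding transcript on chromosome 11 (83291699 to 83294632, plus strand) that hosts a small nucleolar RNA. The p21 gene Cdkn1a stood at 115 ± 49.95 CPM against 14.5 ± 5.58 CPM, a log2 fold change of 2.99 ± 0.41 with an adjusted p of 0.156. With the replicate number as a block, which pairs the kidney libraries, its log2 fold change was 2.96 and its adjusted p 0.00149, and 3 genes passed. Its adjusted p was also 0.00485 with Xist as a covariate, where 3 genes passed, and 1.98e-10 with DESeq2.

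Of 24 mitotic kinases, cyclins and activators in kidney, 0 rose over all genes by edgeR and 14 adjusted over the list alone, with a median log2 fold change of 1.30 (camera adjusted p = 1.54e-45; adjusted p = 0.172 with an estimated correlation). Ccnb1 had a log2 fold change of 3.11 ± 0.42, Cdk1 2.71 ± 0.47, Cdc20 2.66 ± 0.40 and the survivin gene Birc5 2.48 ± 0.34, with adjusted p from 0.156 to 0.368 over all genes. Of 56 spindle, kinetochore and cytokinesis genes, 0 rose over all genes and 24 adjusted over the list alone, with a median of 1.35 (camera adjusted p = 6.33e-52; adjusted p = 0.173 with an estimated correlation). Mki67 stood at 25.6 ± 13.7 against 6.62 ± 1.46 CPM (1.95 ± 0.37, adjusted p = 0.611, or 0.000404 with DESeq2), and Tpx2 had 2.45 ± 0.39. In the chromosomal instability signature, 0 of 25 genes rose over all genes and 9 adjusted over the list alone, with a median of 0.61 (camera adjusted p = 1.04e-23; adjusted p = 0.172 with an estimated correlation). For licensing genes and G1/S genes 0 rose by either count, with medians of 0.43 and 0.30 (camera adjusted p = 6.81e-13 and 2.85e-07; adjusted p = 0.172 and 0.173 with an estimated correlation). Mcm5 of the replicative helicase had a log2 fold change of 1.07 and the licensing factor Cdt1 1.01.

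Of 31 p53 targets in kidney, 0 rose over all genes by edgeR and 9 adjusted over the list alone, with a median of 0.41 (camera adjusted p = 5.51e-20; adjusted p = 0.128 with an estimated correlation). Eda2r had a log2 fold change of 4.18 ± 0.62, Psrc1 3.95 ± 0.59 and Phlda3 1.17 ± 0.19. Of 40 interferon-stimulated genes and 15 kidney injury markers, 0 rose by either count, with medians of 0.53 and 0.52 (camera adjusted p = 5.99e-15 and 2.55e-07; adjusted p = 0.375 and 0.173 with an estimated correlation). Irf7 had 0.88 and the injury keratin Krt20 1.85. The NF-kappaB genes and the macrophage and T and NK cell markers had 0 members past the threshold in edgeR by either count and medians of 0.64, 0.74 and 0.99 (camera adjusted p = 1.4e-08, 8.27e-06 and 0.00367; adjusted p = 0.375, 0.375 and 0.567 with an estimated correlation). Without CCNE-TA 1 their camera adjusted p was 0.533, 0.518 and 0.164, the last in the opposite direction. Without TA 1 it was 0.224 for the T and NK cell markers. Of 21 proximal tubule markers, 0 fell over all genes and 1 adjusted over the list alone, the anion transporter Slc22a8 (-0.95), with a median of -0.33 (camera adjusted p = 4.99e-05; adjusted p = 0.375 with an estimated correlation). Of 13 loop and distal tubule markers 0 fell by either count, with a median of -0.27 (camera adjusted p = 4.94e-05; adjusted p = 0.235 with an estimated correlation), and Egf had -0.87. Without CCNE-TA 1 the camera adjusted p was 0.26 for the interferon-stimulated genes and 0.26 for the proximal tubule markers. The lung transcript Sftpc stood at 3.53 to 6.12 CPM in the CCNE-TA kidneys and 9.35 to 41.7 CPM in the TA kidneys.

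Of 15247 genes in kidney, 2 passed in edgeR, 2 in limma-voom and 29 in DESeq2, and 324 had an unadjusted p under 0.05. Of the 29, 25 were raised, 13 are in a cell cycle list (Cdk1, Top2a and Kif4 among them) and 4 are p53 targets. AA465934 had adjusted p of 0.0679 and 0.0963 without CCNE-TA 2 and CCNE-TA 3, and of 0.1, 0.0981 and 0.161 without TA 1, TA 2 and TA 3, so that 1 gene passed in each, and of 0.134 in the fit of all 18 libraries, where Eda2r had 0.0313.

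In lung, Psca, a surface protein of epithelia, rose from 0.147 ± 0.0436 to 19.6 ± 4.93 CPM (log2 fold change 7.09 ± 0.36 SE, n = 3 per group, adjusted p = 0.00928). Its gene lies on chromosome 15 (74714839 to 74717069, plus strand). Mitotic, interferon and red cell genes were higher as groups in CCNE-TA lung, and hepatocyte and adipocyte genes were lower (adjusted p = 0.232 to 0.248 for these lists with an estimated correlation). Mki67 stood at 56.6 ± 12.2 against 15.4 ± 3.02 CPM (1.88 ± 0.22, adjusted p = 0.607, but 2.87e-10 with DESeq2 and 0.038 in the fit of all 18 libraries). Of 38 named lung genes besides Ccne1, 17 more than with edgeR passed with DESeq2 and 7 more in the fit of all libraries. Ccne1 also passed in both.

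Of 25 mitotic genes and 56 spindle genes in lung, 0 rose over all genes by edgeR and 1 of each adjusted over the list alone, with medians of 0.85 and 0.86 (camera adjusted p = 4.25e-19 and 1.79e-33; adjusted p = 0.248 with an estimated correlation for both). Ube2c had a log2 fold change of 1.54 ± 0.30, Ccnb1 1.51 ± 0.44 and Tpx2 0.99 ± 0.29. In the chromosomal instability signature 0 of 25 genes rose over all genes and 1 adjusted over the list alone, with a median of 0.56 (camera adjusted p = 7.91e-14; adjusted p = 0.248 with an estimated correlation). Of 32 p53 targets 0 rose by either count, with a median of 0.09 (camera adjusted p = 0.0746, or 0.0402 without CCNE-TA 3, 0.046 without TA 1 and 0.0434 after the length and GC correction), and Psrc1 had 1.22. The p53 list had an adjusted p of 0.252 with an estimated correlation in the main fit. Of 40 interferon-stimulated genes 0 rose by either count, with a median of 0.66 (camera adjusted p = 5.75e-23; adjusted p = 0.248 with an estimated correlation), and Rsad2 had 1.38 and Xaf1 1.14.

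Of 10 erythroid markers in lung, 0 rose over all genes by edgeR and 5 adjusted over the list alone, with a median of 2.36 (camera adjusted p = 1.69e-20; adjusted p = 0.232 with an estimated correlation). Hemgn had a log2 fold change of 4.53 and the red cell anion exchanger Slc4a1 2.85. Of 15 T and NK cell markers 0 rose by either count, with a median of 0.98 (camera adjusted p = 1.5e-13; adjusted p = 0.252 with an estimated correlation), and the granzymes Gzmb and Gzma had 2.25 and 1.72. Of 11 neutrophil markers, 0 rose by either count and 1 fell adjusted over the list alone, the granule protein Ltf (56.2 ± 13.7 against 200.5 ± 43.4 CPM, -1.84), with a median of 2.07 (camera adjusted p = 6.28e-06; adjusted p = 0.292 with an estimated correlation). Retnlg and S100a9, which are known from neutrophils, had 2.64 and 2.66. The NF-kappaB genes and macrophage markers had 0 members past the threshold in edgeR by either count and medians of 1.15 and 0.64 (camera adjusted p = 6.06e-10 and 0.00982; adjusted p = 0.292 and 0.559 with an estimated correlation). For the macrophage markers the camera adjusted p was 0.465 in the opposite direction without CCNE-TA 1 and 0.116 without TA 3.

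Of 20 hepatocyte genes in lung, 0 fell over all genes by edgeR and 7 adjusted over the list alone, with a median of -2.69 (camera adjusted p = 9.83e-30; adjusted p = 0.236 with an estimated correlation). The apolipoprotein genes Apoc3, Apoa2 and Apoa1 had log2 fold changes of -3.31, -3.27 and -3.41 and Serpina1a -3.69. Alb stood at 1400 CPM in lung TA 3, 265 and 418 CPM in TA 1 and TA 2, and 204, 66.2 and 16.9 CPM in the CCNE-TA lungs. Of 13 adipocyte markers, 0 fell over all genes and 4 adjusted over the list alone, with a median of -0.88 (camera adjusted p = 2.33e-16; adjusted p = 0.232 with an estimated correlation). The brown fat gene Ucp1 had -4.05, Cidea -2.10, Pck1 -2.01 and Adipoq -0.88. The airway markers and the skeletal muscle and heart markers had 0 members past the threshold in edgeR by either count and medians of -0.34 and -0.70 (camera adjusted p = 2.09e-08 and 4.27e-09; adjusted p = 0.252 and 0.292 with an estimated correlation). The skeletal muscle actin Acta1 ranged from 0.539 to 301 CPM in the CCNE-TA lungs and from 2.69 to 704 CPM in the TA lungs. Deviations from the group mean followed transcript length with Spearman correlations of 0.39 in lung CCNE-TA 1 and 0.3 in TA 3, and of -0.2 to -0.34 in the other lungs.

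Of 16823 genes in lung, 1 passed in edgeR, 0 in limma-voom and 183 in DESeq2 (15 raised, 168 lowered), and 614 had an unadjusted p under 0.05. Psca had adjusted p of 0.144 and 0.07 without CCNE-TA 2 and CCNE-TA 3 and of 0.168, 0.16 and 0.0716 without TA 1, TA 2 and TA 3, so that 0 genes passed in each, and 1 passed without CCNE-TA 1 and TA 3 together.

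**Figure D3:**
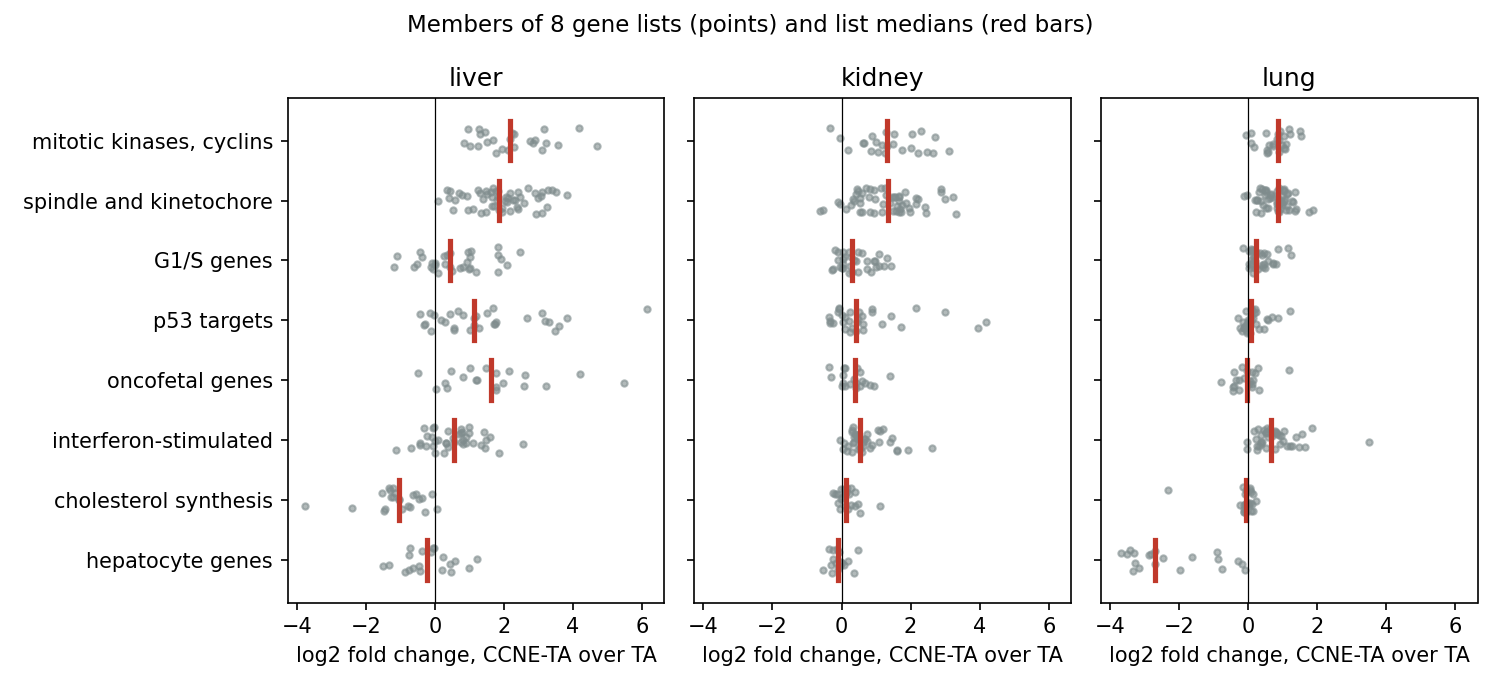
Log2 fold changes of the members of gene lists (points) and list medians (red bars) in liver, kidney and lung. The median of the mitotic genes is 2.19 in liver, 1.30 in kidney and 0.85 in lung, and that of the hepatocyte genes in lung is -2.69.

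The genotype effect was compared between tissues by interaction. In liver against kidney, 1634 of 17155 genes differed (820 higher and 814 lower in liver), in liver against lung 2184 (1068 higher and 1116 lower), and in kidney against lung 1. Stard4 differed between liver and kidney by -4.18 ± 0.52 (SE, adjusted p = 0.00122) and Phlda3 between liver and lung by 3.63 ± 0.32 (adjusted p = 7.00e-05). The adaptor Gipc2 differed by 4.62 from kidney and by 4.6 from lung, and the protease inhibitor Spint1 by 2.32 and 2.39. Psca differed between kidney and lung by -6.62 ± 0.57 (adjusted p = 0.000204, while DESeq2 gave it no adjusted p), with 63.4 CPM in the kidneys of TA mice and 88.9 CPM in those of CCNE-TA mice.

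For gene lists, the medians given here are differences of log2 fold changes between tissues and not of levels. The genotype effect on the p53 targets was higher in liver than in lung by a median of 1.06 (camera adjusted p = 6.24e-08, and 0.00757 with an estimated correlation). It was higher in kidney than in lung by 0.22 (camera adjusted p = 1.56e-07, and 0.0159 with an estimated correlation). With an estimated correlation the kidney against lung difference of the p53 targets had an adjusted p of 0.0653 without lung CCNE-TA 3 and 0.0543 without lung TA 3. It was 1 of 8 kidney against lung lists past that test. The others included secreted, pericentral and periportal hepatocyte genes, bile acid genes and xenobiotic metabolism genes, which were lower in CCNE-TA lung. The adipocyte markers (0.0349) and the bile duct markers (0.0432) passed it too. Without kidney CCNE-TA 1, 2 and 3 the number of kidney against lung lists past that test was 1, 1 and 2. It was 2 and 1 without kidney TA 1 and TA 3, and 0 without lung CCNE-TA 3 and without lung TA 3. Between liver and kidney the difference of the p53 targets had a median of 0.54 (camera adjusted p = 0.00107; adjusted p = 0.119 with an estimated correlation, or 0.0349 without kidney CCNE-TA 1). The genotype effects on the oncofetal genes and the bile duct markers were higher in liver than in lung by medians of 1.62 and 1.48. Their camera adjusted p was 1.16e-05 and 8.53e-06, and 0.0319 and 0.0152 with an estimated correlation. These effects were higher in liver than in kidney by 1.33 and 1.17 (camera adjusted p = 0.000862 and 0.00104, and 0.123 and 0.119 with an estimated correlation). With an estimated correlation, the liver against lung adjusted p of the oncofetal genes was 0.0591, 0.0637, 0.0517, 0.115, 0.0754 and 0.0887 without kidney TA 1, liver TA 1, liver TA 2, liver CCNE-TA 2, lung CCNE-TA 3 and lung TA 3. That of the bile duct markers was 0.064 and 0.0563 without liver CCNE-TA 2 and lung TA 3. The liver against kidney values of these lists were 0.0479 and 0.032 without kidney TA 3. The genotype effect on the cholesterol synthesis genes was lower in liver than in kidney, with a median difference of -1.08. Its camera adjusted p was 8.41e-08, and 0.535 with an estimated correlation. The genotype effect on the mitotic genes was higher in liver than in lung by 1.31 (camera adjusted p = 0.000195, and 0.712 with an estimated correlation). For the same genes the difference between liver and kidney had a camera adjusted p of 0.0532, and 0.935 with an estimated correlation. The value at the preset correlation was 0.00332, 0.0318 and 0.0466 without kidney CCNE-TA 1, TA 1 and TA 3. It was 0.00151 and 0.00939 without liver CCNE-TA 1 and TA 1, and 0.0483 and 0.0478 without lung CCNE-TA 1 and 2.

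Besides the induced Ccne1, AA465934 rose in both liver and kidney. AA465934 had a log2 fold change of 4.03 in liver (adjusted p = 0.00081) and 2.31 in lung (adjusted p = 0.9999, but 0.014 with DESeq2 and 0.0321 in the fit of all 18 libraries). Across genes, which are not independent replicates, the Pearson correlation of the fold changes was 0.22 between liver and kidney, 0.15 between liver and lung and 0.29 between kidney and lung.

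Leaving out 1 library changed the interaction counts. The liver against kidney count was 685, 2717 and 842 without liver CCNE-TA 1, 2 and 3, 918 and 899 without liver TA 2 and TA 3, 396 without kidney CCNE-TA 2, and 653 and 861 without kidney TA 1 and TA 3. The liver against lung count was 1084 and 1302 without liver CCNE-TA 1 and 3, 1376 and 1355 without liver TA 2 and TA 3, 1059 and 1257 without lung CCNE-TA 1 and 2, and 785 and 693 without lung TA 1 and TA 2, and the kidney against lung count was 2 without lung TA 3.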

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

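The tests of length and GC content, of TA 2 and TA 3 in liver, and of hepatocyte genes in lung were chosen after the results had been seen. The fit of genes with Xist was fixed before, but the bound it was held to was set after its result.

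The genotype effect differed between liver and kidney for 1634 genes, between liver and lung for 2184 and between kidney and lung for 1. The liver and kidney effects differed by 4.62 for Gipc2, 3.67 for Mtmr11, 2.32 for Spint1, 3.57 for Ccdc120, 5.70 for Myo7b, 3.88 for Sftpd, -4.18 for Stard4 and 4.48 for Bex4. The liver and lung effects differed by 3.63 for Phlda3, 4.6 for Gipc2, 3.81 for Ddit4l, 2.39 for Spint1, 3.47 for Mtmr11, 4.57 for Apoc4, 3.66 for Ccdc120 and 4.97 for Gstm3. The kidney and lung effects differed by -6.62 for Psca. In the same fit Apoc4 and Gstm3 had -3.13 and -1.84 in lung itself and Sftpd -1.41 in kidney, so these 3 differences are not those of the liver effect alone, and liver RNA in lung or lung RNA in kidney was not excluded as a part of them. Exons of other models overlap 36.5% of the bases of Gipc2, 38.2% of those of Mtmr11 and 22.1% of those of Apoc4, and the reads of these cannot be assigned without the strand or by position alone. In 60 drawn splits of the libraries within tissues, 8 gave as many genes as the real split for liver against kidney (highest other 5586), 8 for liver against lung (highest other 5549) and 4 for kidney against lung (highest other 2), so that these shares do not exclude chance. Each of those splits kept the liver libraries in their real groups, as 10 of the 60 did, and so holds the liver genotype contrast, which makes the shares no measure of chance for the comparisons with liver. The highest counts among the others were 4, 17 and 0, but they come from the other groupings of 6 livers, which are too few for a share under 0.05. The large counts of other splits come from those that hold the liver genotype contrast.

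In liver, 3942 genes passed the threshold. A trend with length and GC content as the whole cause is argued against by the 3175 genes that passed after the correction. The unequal numbers of males and females as the whole cause are argued against by the 2809 that passed with Xist as a covariate. Deviations of single livers followed length with Spearman correlations of -0.33, -0.45 and -0.1 in CCNE-TA 1, 2 and 3. In TA 1, 2 and 3 these were 0.35, 0.32 and 0.15, so the trend went with genotype. Effects on single genes beyond such a trend would remain after the correction and were not excluded. Separate handling of TA 2 and TA 3, which lack the kidney transcripts present in the other livers and are also the 2 male TA livers, may contribute: of 223 genes that passed between CCNE-TA 2 and 3 and TA 2 and 3, 97.3% had the same direction between CCNE-TA 1 and TA 1, but a single TA library carries that comparison and genes move together. The medians there were 2.16 for raised and -2.37 for lowered genes, against 3.46 and -2.48 between CCNE-TA 2 and 3 and TA 2 and 3. With the term for TA 2 and TA 3 the count was 259, while 3941 of the 3942 genes kept their direction and their median log2 fold change in size went from 1.15 to 1.12 and their median SE from 0.252 to 0.366, so calls were lost mainly to a wider SE and do not speak for such handling. These genes were called with TA 1 among the controls, so their folds against TA 1 do not exclude it either, and genotype, which the design names, was not separated from it with more than 1 library. The 10 splits of the 6 livers are too few for a share under 0.05. The real split gave 3942 genes and the highest other 4. For lists, 8 of the 10 splits, the real one included, gave at least the 17 of the real split, with a highest of 23. The number of liver lists therefore does not set the genotype split apart from other groupings.

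In lung, genes of hepatocytes were lower in CCNE-TA as a list (camera adjusted p = 9.83e-30, but 0.236 with an estimated correlation). Of its 20 genes, 0 passed over all genes in edgeR. Liver RNA or reads in the lung libraries are a candidate explanation, since across 66 hepatocyte genes the level in lung TA 3 followed that of the TA livers with a rank correlation of 0.921 and a slope of 0.93. The median of these genes was 2.81% of the liver level in lung TA 3 and 0.0481% to 0.659% in the other lungs. A change of expression in lung cells was not tested. Of the 168 genes that DESeq2 called lower in lung, 89 had at least 100 times more CPM in the TA livers.

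For the other counts the 10 splits of 6 libraries are too few for a share under 0.05. The real splits gave 2 kidney genes against a highest other of 1, and 1 lung gene against 0. The real 26 kidney lists were reached by 2 of the 10 splits, the real one included, with a highest other of 27. The real 34 lung lists were reached by 3 of the 10, the real one included, with a highest other of 35. Among the kidney splits that part each same-numbered pair, the other splits gave 10 to 21 lists, and the split with 27 keeps 2 of the pairs together. The 2 genes that rose in both liver and kidney were matched by 1 of 100 combined splits, the real one, with a highest other of 0. This says nothing on chance, since Ccne1 was set by the design and 2 of the 100, the real one included, had enough calls in both tissues to share 2 genes.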

How the results depend on the processing

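The corrections for length and GC content, the terms for single liver libraries, Xist as a covariate for the gene lists and the fit without lung CCNE-TA 1 and TA 3 were chosen after seeing the data. Across 207 named genes and lists, 3888 values under other settings gave 0 of the opposite direction, 275 no longer past the threshold and 57 newly past it. These leave out Ccne1 within each tissue, the genes and lists added to the text outside the rule, and the list tests between tissues. The named genes were chosen from the same libraries by p or by fold change without overlap. A reversal among them was therefore unlikely in advance, and its absence says little. When each library was left out in turn for the added lists, the T and NK cell markers in kidney and the macrophage markers in lung went the opposite way without CCNE-TA 1 of their tissue (camera adjusted p = 0.164 and 0.465). Ccne1 passed in liver and kidney in every setting run. With 3 libraries per group, edgeR found few 2-fold changes added to simulated data, 8% to 13% by tissue.

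With DESeq2 the counts were 29 genes in kidney, 183 in lung, 3067 for liver against kidney, 3531 for liver against lung and 127 for kidney against lung, and 22, 36 and 4 genes had the same direction in liver and kidney, liver and lung, and kidney and lung, where edgeR gave 2, 0 and 0. The DESeq2 log2 fold change of Ccne1 in lung was 4.63, past the threshold. With limma-voom the lung count was 0 and that of liver against kidney 747, and with duplicateCorrelation kidney against lung was 2. In 1 fit of all libraries, 94 lung genes passed, and Ccne1 there had 4.62. With an estimated correlation, camera called 0 lists in liver, kidney and lung, and fry 7, 0 and 0, against 17, 26 and 34. With the term for TA 2 and TA 3 the liver count was 259, and with 3 CCNE-TA against TA 1 it was 91, with median ratios to the main log2 fold changes of 0.973 and 0.975. Of the 71 liver genes named by the rule besides Ccne1, 24 passed with the term, and so did Ccne1. Mki67 went from 2.59 ± 0.42 to 1.98 ± 0.53 (SE, adjusted p = 0.0892) with the term. With it the camera adjusted p was 0.0951 for homologous recombination genes, 0.0769 for unfolded protein genes, 0.48 for interferon-stimulated genes and 0.0517 for both NF-kappaB genes and endothelial markers, and with TA 1 alone 0.105, 0.0573 and 0.402 for the first 3 of these and 0.0558 for endothelial markers.

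With the replicate number as a block, 3323 liver, 3 kidney and 0 lung genes passed, and 5 in kidney when the block was combined with the length and GC correction. Samples of the same number paired in kidney but not in liver (correlations of 0.20, 0 and 0.08) or lung (-0.48, -0.10 and -0.59). Besides Cdkn1a in kidney, the block changed no call of the named kidney genes and lists, except for Psrc1 with both corrections (adjusted p = 0.0282).

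Leaving out each library in turn gave 1521 to 4582 genes in liver, 1 to 2 in kidney, 0 to 1 in lung, 396 to 2717 for liver against kidney, 693 to 3084 for liver against lung and 1 to 2 for kidney against lung. The cause was not tested for any of these changes.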

Other observations

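The test of whole chromosomes was fixed before its result was seen.

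Other gene groups in liver had members past the threshold. Among the 5 erythroid markers tested, 3 rose over all genes and 4 adjusted over the list alone. Their median log2 fold change was 1.36 (camera adjusted p = 0.0404, and 0.576 with an estimated correlation). Whether their rise and that of the mitotic genes are linked was not tested. Of 17 immediate early genes, 5 rose over all genes and 5 adjusted over the list alone, with a median log2 fold change of 1.36 (camera adjusted p = 0.000547; adjusted p = 0.576 with an estimated correlation), among them Klf6 (1.54). Of 28 genes of xenobiotic metabolism, 8 rose and 2 fell over all genes, and 8 rose and 3 fell adjusted over the list alone, with a median of 0.43 (camera adjusted p = 0.151, or 0.0114 without CCNE-TA 3). This list had an adjusted p of 0.782 with an estimated correlation in the main fit. The glutathione transferases Gstm3 and Gsta2 rose by 3.14 and 2.67, and the glucuronosyltransferases Ugt1a6a and Ugt1a1 fell by 2.97 and 2.99, with an adjusted p for Ugt1a1 of 0.0621 without CCNE-TA 1. Of 15 stellate cell markers, 5 fell over all genes, and 6 fell and 1 rose adjusted over the list alone, with a median of -0.26 (camera adjusted p = 0.137, or 0.0475 without TA 3). The stellate list had an adjusted p of 0.576 with an estimated correlation in the main fit. The growth factor gene Hgf fell by 2.14 and Bmp10 by 3.29. The 19 male-biased liver genes had a median fold of 0.249 (CCNE-TA over TA), with 2 lowered over all genes and 0 adjusted over the list alone by edgeR (camera adjusted p = 0.0247; adjusted p = 0.831 with an estimated correlation). The camera adjusted p of this list was 0.14, 0.143 and 0.0566 without CCNE-TA 2, TA 2 and TA 3, and 0.0464 without CCNE-TA 1. It was 1.41e-07 without TA 1, the female TA liver, and 0.000112 without CCNE-TA 3, the male CCNE-TA liver. The numbers of males and females were unequal, and sex was not excluded as the cause of the lower values.

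A gain or loss of a chromosome in most cells was looked for in liver as the largest shift of an autosome's median from the TA mean. The largest in the CCNE-TA livers was on chromosome 3, with 0.17, 0.12 and 0.17 in CCNE-TA 1, 2 and 3 against -0.01 to 0.02 in the TA livers, whose largest on any autosome was 0.06. The bound of 0.4 set for such a gain or loss was not reached in any of the 3 CCNE-TA livers, and the cause of the smaller shift was not tested. A gain or loss in fewer cells, or in cells with more copies of each chromosome, would move the median less. The bound therefore does not exclude these.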
